A study of Mus musculus with 14 samples. Its data were reported in "Extensive co-binding and rapid redistribution of NANOG and GATA6 during emergence of divergent lineages" (2022).

How the data were processed

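Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters. The cells were KH2 mouse embryonic stem (ES) cells carrying a doxycycline (Dox)-inducible GATA6 transgene. Libraries were made from 50000 cells each at 7 time points, with 2 libraries per time point and 14 libraries in total. Cells at 0 h were kept in a serum-free medium with inhibitors and received no Dox. All induced cells were moved to serum medium with Dox at 1 µg/mL. Those collected at 16, 24 and 48 h received Dox for 12 h and were then cultured without it. The change of medium therefore coincides with induction, and no library came from cells in serum that had never received Dox.

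The authors deposited 1 peak list per library, made with the ENCODE ATAC-seq pipeline. Per the file names, peaks were kept by an irreproducible discovery rate filter on pseudoreplicates of that library and were filtered against a blacklist, so replicates were not pooled. Each deposited peak has 1 unnamed value, treated here as the authors' score on an unstated scale. The score was used to rank, describe and filter peaks within a list and never to compare libraries. The lists hold no read counts, so sequencing depth is unknown from them. The study gives read numbers in its supplement. They were not used here, and no interval that needs depth is given. A region missing from a list may be accessible below that library's calling threshold, and the number of peaks can move with depth. The study's own test of read counts could not be run on peak lists.

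The genome build was not stated for these lists. No peak ended past its chromosome in GRCm38, with 0 of 839049 peaks doing so. Of all peaks, 30.2% had their midpoint within 1 kb of a transcription start site (TSS), against 8.31% and 8.24% after peaks were moved by 10 kb in either direction. GRCm38 coordinates, counted from 1, were used with GENCODE M21.

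Peaks of all libraries that overlapped by at least 1 bp were merged into 124598 regions with a median width of 489 bp. A region was called in a library if at least 1 bp was covered. Similarity between libraries was the Jaccard index, the base pairs covered in both lists divided by those covered in either. A region was gained at a time point if it was called in both of its libraries and in neither 0 h library, lost in the reverse case, and shared if called in all 4. With 2 libraries against 2 the smallest exact two-sided p is 0.333, so these counts carry no p-value and were set beside the other 2 ways of splitting the same 4 libraries.

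Peak number was compared over the 7 time points by a one-sided permutation test of the F statistic, and library similarity by a one-sided permutation test of the mean index within time points minus that between them. Correlations with time used two-sided permutation tests. Each of these drew 100000 shuffles, for which the smallest possible p is 1e-05. Correlation p-values were adjusted by the Benjamini-Hochberg method over the 3 relations computed. A trend over time was tested per region by an exact two-sided permutation test of the ranked times of the libraries that called it, with Benjamini-Hochberg adjustment at 0.05 over 79559 regions, and was repeated for 99 shuffles of the time labels. Tested on simulated data with 400 changed regions among 124598, the trend test recovered 0% of them, because few libraries allow few distinct p-values. With 38776 changed regions, as many as differ at 48 h, it recovered 56.4% and called 379 unchanged regions. The test therefore finds changes only where many regions change together.

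Regions were assigned to the gene with the nearest TSS within 50 kb. The study's lists of primitive endoderm (PrE) and epiblast (Epi) genes, which derive from blastocyst single-cell data, were compared with 10000 random lists of equal size (smallest possible p 0.0001), and the 4 tests were adjusted together. All 579 PrE and 221 Epi symbols matched the annotation. The GATA motif WGATAR was sought on both strands in the 200 bp around each region's centre, with WAGTAR as a permuted control. Fisher's exact test was run over regions, which are not replicates. Where its p was smaller than the software can represent, none is printed. Odds ratios adjusted for GC content used the Mantel-Haenszel method over 10 strata. Replicate-pair values compare the 48 h library with the 0 h library of the same number.

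Samples, comparisons, alternatives and named loci were fixed before the data were examined. The loci were PrE genes Gata6, Gata4, Sox17, Sox7 and Pdgfra, Epi genes Nanog, Sox2, Esrrb, Klf4 and Pou5f1, controls Cdx2 and Pax5, and up to 2 gained and 2 lost regions called in most libraries of 16, 24 and 48 h or of 0, 2 and 4 h and in fewest others, ranked by score. A further locus fixed at the same time, and a motif test related to it, are not reported here. Alternatives covered stricter peak and overlap thresholds, wider merging, other distances and motifs, a replicate block, and leaving out replicates. Leaving out a replicate was added after the data were seen for transient regions and for region strength, and so was the replicate block for covered length. For correlations and F statistics with 1 library left out, a change within 1.5 times was counted as no change, since these have no replicate spread. Predictions for the tests of explanations were written in words such as near or well above. Their numerical limits were set later, at odds ratios of 1.1 and 1.05 and at the percentile 20, before these odds ratios were computed. The check of the GATA motif outside promoters and AP-1 sites was added after the motif results were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pyfaidx 0.9.0.4 were used.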

Results

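To follow chromatin accessibility while GATA6 drives ES cells towards PrE, the lineage that forms the yolk sac endoderm, accessible regions were listed in 2 libraries at each of 0, 2, 4, 8, 16, 24 and 48 h after Dox. The lists held between 55588 and 65073 peaks per library. The 0 h libraries had 58704 ± 2517 peaks (SD, n = 2), the 16 h libraries had 63465 ± 2274 (SD, n = 2) and the 48 h libraries had 57019 ± 2024 (SD, n = 2). No difference in peak number over the 7 time points was detected by the test without regard to replicate number (F = 2.71, permutation p = 0.111, one-sided, 14 libraries). Comparison within replicate numbers changed this call (F = 13.4, permutation p = 0.0102), and replicate 2 had more peaks than replicate 1 at 7 of 7 time points. Measured as base pairs covered, the difference passed the threshold (F = 5.83, permutation p = 0.0175). Covered length was 28.9 ± 1.33 Mb at 0 h and 24.3 ± 1.80 Mb at 48 h (SD, n = 2 each). Of the 124598 merged regions, 18809 were called in all 14 libraries and 22257 in 1 library.

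Libraries of a time point resembled each other more than libraries of different time points. The Jaccard index was 0.684 ± 0.0117 (SD) over the 7 replicate pairs and 0.460 ± 0.0913 (SD) over the 84 pairs from different time points, and the ranges did not overlap, with a lowest replicate pair of 0.672 and a highest other pair of 0.607. The difference of 0.224 had a permutation p of 2e-05 (one-sided, 14 libraries).

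Similarity to the 0 h state was then followed over time. The mean index with the 0 h libraries was 0.490 ± 0.00661 at 2 h, 0.410 ± 0.00491 at 8 h, 0.405 ± 0.00357 at 16 h and 0.299 ± 0.00359 at 48 h (SD, n = 2 each). The values at 8 h and 16 h differed by about the spread between replicates. Over the 12 induced libraries, similarity fell with time (Spearman rho = -0.975, permutation p = 1e-05, adjusted p = 3e-05; Pearson r = -0.954, permutation p = 1e-05, adjusted p = 3e-05), where 1e-05 is the smallest p the shuffles can give. Without the 2 libraries of 48 h, which lie farthest from the median time, r was -0.928 (permutation p = 0.00022). These values share the same 0 h libraries, so the test concerns their order in time.

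**Figure D1:**
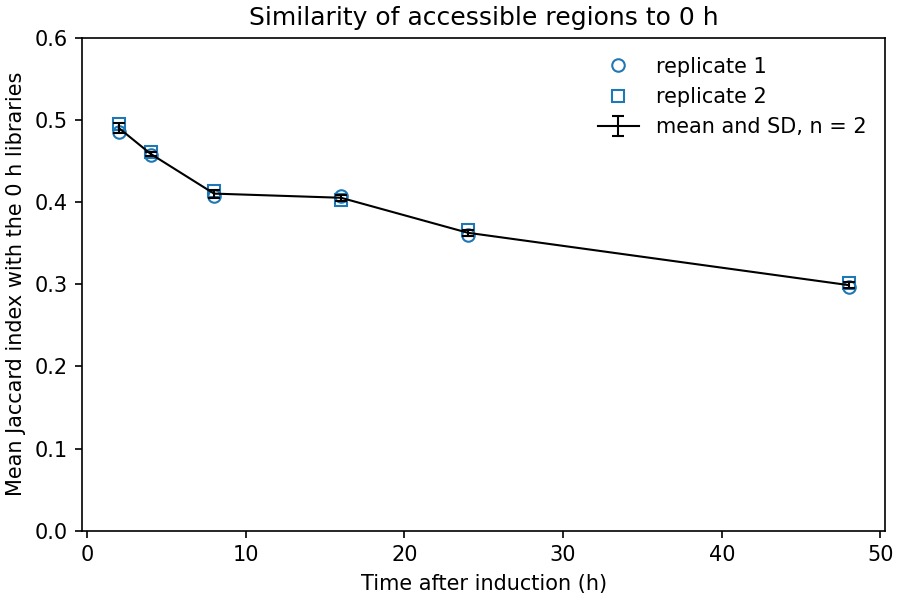
Mean Jaccard index (no unit) of each induced library with the 0 h libraries against time after induction in hours; open symbols are libraries and the line joins means with SD, n = 2. The index falls from 0.490 at 2 h to 0.299 at 48 h.

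To count the regions behind these differences, each time point was compared with 0 h. At 2 h, 10765 regions were gained and 7790 were lost. At 8 h the counts were 13863 gained and 12445 lost. At 16 h, 16534 were gained and 12096 lost, and at 48 h, 18070 were gained, 20706 lost and 23317 shared. At 48 h, the largest gained or lost class in the other splits of these 4 libraries held 610 regions, and at 2 h it held 1198. The gained share of changed regions was 58.0% at 2 h and 46.6% at 48 h. Counting regions called in at least 1 library and in neither of the others moved the 48 h counts most, to 28775 gained and 31921 lost.

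**Figure D2:**
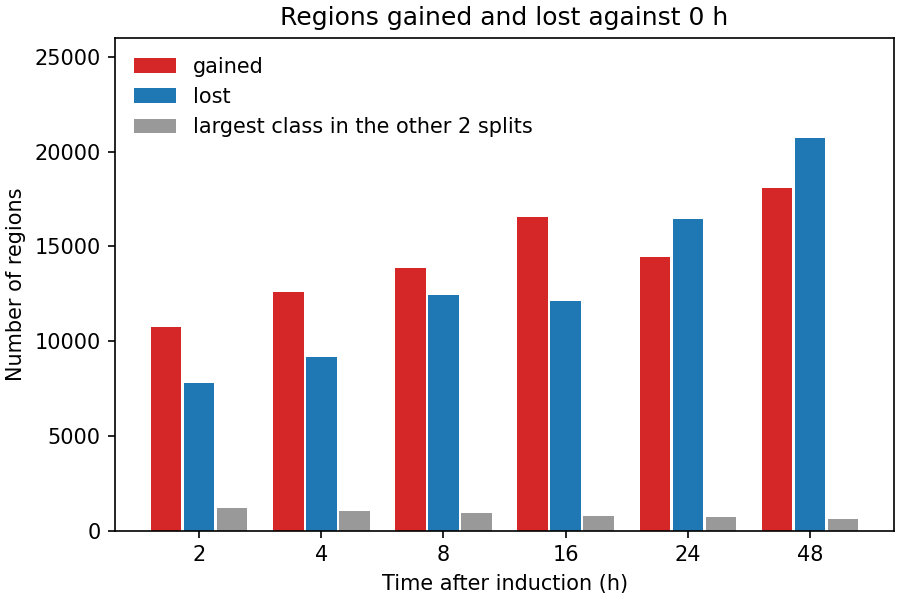
Number of regions gained (red) and lost (blue) against 0 h at each time point in hours; grey bars give the largest gained or lost class when the same 4 libraries were split in the other 2 ways. At 48 h the grey bar is 610 against 18070 gained and 20706 lost.

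Over all 14 libraries, the exact permutation test of each region with Benjamini-Hochberg adjustment called 9609 regions that rose with time and 9769 that fell, of 79559 tested. With the 50000 highest peaks per library, 15949 rose and 15442 fell. Without the 0 h libraries, and so among cells in serum only, 5282 rose and 8349 fell. Time in serum equals time since induction and Dox was removed after 12 h, so this does not separate the medium from GATA6.

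The timing of the 48 h changes was read from the 10 libraries of 2 to 24 h, which took no part in defining the regions. Of the regions gained at 48 h, 14.9% ± 0.767 were called at 2 h, 36.6% ± 0.117 at 8 h, 50.8% ± 2.73 at 16 h and 63.0% ± 1.24 at 24 h (SD, n = 2 each). When regions were defined without 1 of the 0 h libraries, that library called 10.1% ± 3.27 of them (SD, n = 2), against 19.0% ± 2.67 at 2 h. Of the regions lost at 48 h, 60.6% ± 2.20 were still called at 2 h, 38.1% ± 0.154 at 8 h, 39.0% ± 2.58 at 16 h and 18.8% ± 1.09 at 24 h (SD, n = 2 each). A 0 h library left out of the definition called 78.7% ± 3.08 of the lost regions (SD, n = 2), against 53.1% ± 3.34 at 2 h, so part of the loss by 2 h comes from how the regions were defined. Both relations with time passed the threshold for gained (rho = 0.985, permutation p = 4e-05, adjusted p = 6e-05; r = 0.978, permutation p = 3e-05, adjusted p = 4.5e-05) and lost regions (rho = -0.935, permutation p = 0.0003, adjusted p = 0.0003; r = -0.936, permutation p = 0.00014, adjusted p = 0.00014). Without the 2 libraries farthest from the median time, r was 0.970 (permutation p = 0.00044) for gained and -0.819 (permutation p = 0.0114) for lost regions.

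**Figure D3:**
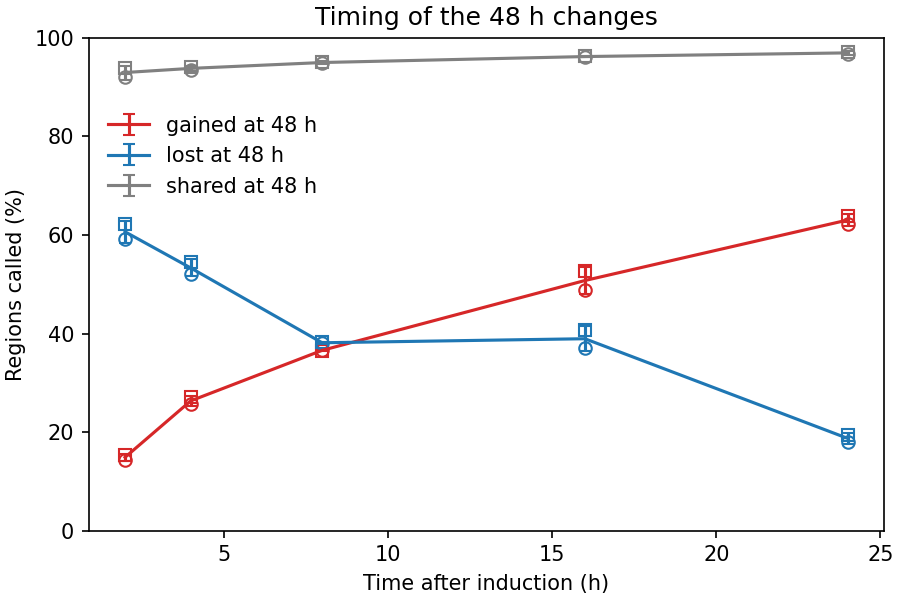
Percentage of the regions gained (red), lost (blue) and shared (grey) at 48 h that each library called, against time in hours; open symbols are libraries and lines join means with SD, n = 2. Gained regions rise from 14.9% at 2 h to 63.0% at 24 h, and lost regions fall from 60.6% to 18.8%.

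Regions seen only during the transition were counted next. In no 0 h or 48 h library but in both libraries of a time point between were 17304 regions, more than in any of 99 shuffles of the time labels, which gave at most 14190. The reverse pattern, called in all 4 libraries of 0 h and 48 h and in neither library of a time point between, held for 1695 regions, and 44 of the 99 shuffles gave as many.

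To see whether changed regions were weak peaks, their scores were ranked within each library. The median percentile of gained regions at 48 h was 46.5 ± 1.16, that of lost regions at 0 h was 49.5 ± 1.02, and that of shared regions was 71.5 ± 1.41 at 48 h (SD, n = 2 each). Shared regions lay within 5 kb of a TSS in 58.4% ± 0.0156 of cases, gained regions in 30.3% ± 0.152 and lost regions in 23.9% ± 0.0855 (SD, n = 2 replicate pairs each), differences larger than the spread between pairs. Within 1 kb these shares were 47.2%, 14.9% and 9.07%.

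Regions near PrE and Epi genes were compared between 0 h and 48 h. Only regions that were gained, lost or shared were counted, and assigned regions in none of these classes were left out. Of 2606 such regions assigned to PrE genes, 1116 were gained, 506 were lost and 984 were shared. The gained share of 42.8% lay above the 27.9% of random gene lists (permutation p = 0.0001, adjusted p = 0.000133), and the lost share of 19.4% lay below their 29.7% (permutation p = 0.0001, adjusted p = 0.000133). Of 1115 such regions assigned to Epi genes, 208 were gained, 463 were lost and 444 were shared. The gained share of 18.7% lay below the random 27.9% (permutation p = 0.0002, adjusted p = 0.0002), and the lost share of 41.5% lay above 29.6% (permutation p = 0.0001, adjusted p = 0.000133). The value 0.0001 is the smallest that the random lists can give. Requiring 50% of a region to be covered moved the PrE gained share to 46.8%, against 31.3% in random lists, the PrE lost share to 23.6% and the Epi lost share to 49.4%, each of these against 35.2%.

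The 5 PrE loci named here together held 30 gained, 5 lost and 7 shared regions, the 5 Epi loci held 14 gained, 20 lost and 12 shared, and the 2 control loci held 1 gained, 2 lost and 5 shared. Gata6 (ENSMUSG00000005836, GRCm38 chromosome 18, 11052064 to 11085635) had 3 gained regions and 0 lost. One of these, in an intron of Gata6 at 11078006 to 11078675, was first called in both libraries at 4 h. Another intronic region at 11082110 to 11082497 was called in 1 library at 16 h and first in both at 24 h. At Sox7 (ENSMUSG00000063060, chromosome 14, 63943673 to 63950732), an exonic region that spans the first bases of the gene at 63943193 to 63943955 was called in 1 library at 24 h and first in both at 48 h. The study described a surge of signal at 16 h at a promoter-proximal Sox7 element. Whether that is this region was not tested, and signal below the calling threshold would be missed here. An intergenic region at 63936224 to 63937030, 7046 bp from the Sox7 TSS, was called in both libraries from 0 h to 16 h, in 1 at 24 h and in 0 at 48 h. At Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633), a region over the first exon and its UTR at 122707125 to 122707659 was called in both libraries at 0 h and in 0 at 48 h, but its calls did not fall steadily: it was called in 0 libraries at 8 h and in both at 16 h. Klf4, an Epi locus, had 6 gained regions and 1 lost. A total of 1548 gained regions were called in all libraries of 16, 24 and 48 h and in no other. The 2 with the highest score lay on chromosome 1 at 187822927 to 187823807, in an intron of Esrrg, and on chromosome 2 at 71145672 to 71146640, between genes. The equivalent lost regions lay on chromosome 9 at 111486452 to 111487511, in an intron of Dclk3, and on chromosome 17 at 13379799 to 13380828, between genes.

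Since GATA6 was the induced factor, its motif was counted at 48 h. Per replicate pair, WGATAR was present in 51.9% ± 0.227 of gained, 22.3% ± 0.0696 of lost and 18.9% ± 0.0258 of shared regions (SD, n = 2 pairs each). Among regions that passed in both replicates these shares were 57.8%, 22.5% and 18.2%. For these regions the odds ratio of gained against shared regions was 6.16, and that of lost against shared regions was 1.30 (Fisher's exact p = 1.25e-28, over regions, which are not replicates). With the motif sought in the whole region, the odds ratio was 2.77 for gained regions (74.5% against 51.3% of shared regions) and 1.17 for lost regions. Among regions over 5 kb from a TSS, the odds ratio of gained against shared regions was 4.31. That of lost against shared regions was 0.805 there (Fisher's exact p = 6.3e-13), in the opposite direction to the 1.30 above. Per replicate pair, the permuted motif was present in 23.2% ± 0.111 of gained, 22.8% ± 0.131 of lost and 15.8% ± 0.00978 of shared regions (SD, n = 2 pairs each). After adjustment for GC content the odds ratio of gained against shared regions was 3.06 for WGATAR and 0.915 for the permuted motif. For lost against shared regions the adjusted odds ratio was 0.585 for WGATAR, the reverse of the unadjusted direction, and 0.877 for the permuted motif, which was 1.68 before adjustment.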

Values the study reported

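The study reported that accessibility increased at 1033 elements assigned to PrE genes and was reduced at 423. It reported that 479 elements assigned to Epi genes lost accessibility and 123 gained it, and that 1910 elements of both kinds did not change. Its PrE list held 579 genes and its Epi list 221 genes. The element counts came from a test of read counts, not from overlaps of peak lists.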

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

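Peak number and covered length drew attention because both libraries of some time points lay above the 0 h mean and both libraries of others lay below it. No pair of time points was tested on its own. Over the 7 time points, the permutation test gave p = 0.111 for peak number and p = 0.0175 for covered length (14 libraries), and p = 0.0102 and p = 0.00016 when compared within replicate numbers. Mean peak number was higher than at 0 h by 2469 at 4 h, 2694.5 at 8 h and 4761.5 at 16 h, and it decreased by 1092 at 24 h and decreased by 1684.5 at 48 h. Covered length was higher by 1.45 Mb at 16 h, and it decreased by 1.83 Mb at 8 h, decreased by 3.61 Mb at 24 h and decreased by 4.60 Mb at 48 h. At 8 h the peaks were more numerous and covered less, with a median width of 395.5 ± 10.6 bp against 461 ± 4.24 bp at 0 h (SD, n = 2 each). Sequencing depth is unknown from the peak lists, and the study's read numbers were not used. A difference in depth and a difference between time points therefore remain open here, and no biological explanation was tested.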

How the results depend on the processing

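Over 35 results, 294 alternatives were computed. Of the 132 that left out no replicate, 103 changed neither direction nor side of the threshold, or moved by less than the limit used, and 29 did otherwise and are given here. The cause was not tested unless stated. Regions shared by at least 2 libraries gave the main values by construction, since gained, lost and transient regions need 2 libraries.

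Region by region, replicate numbers did not pair the libraries, since over 21 pairs of time points, the correlation of replicate deviations lay between -0.0152 and 0.0124. This does not address the higher peak number and covered length of replicate 2 at 7 of 7 time points. With a replicate block, peak number passed the threshold (F = 13.4, permutation p = 0.0102). Regions called rising and falling over time numbered 7548 and 7263 with the block, in place of 9609 and 9769. The other results tested with it kept their side of the threshold, and it was not run for gained and lost counts, gene lists or motifs. Base pairs covered gave F = 5.83 (permutation p = 0.0175), and F = 121 with the block (permutation p = 0.00016). The GATA motif odds ratio of lost against shared regions reversed to 0.805 in distal regions, where shared regions held the motif in 27.7% of cases in place of 18.2%.

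Called in at least 1 library and in neither, gained regions numbered 18888, 21225, 23627, 26588, 23903 and 28775 and lost regions 17369, 18842, 22199, 21707, 26893 and 31921 at 2, 4, 8, 16, 24 and 48 h. This rule is looser by construction. With the 50000 highest peaks per library, 15949 regions rose and 15442 fell over time, and the gained share of changed regions at 8 h was 49.7% in place of 52.7%. With 50% of the region covered it was 48.4%. Without the 0 h libraries 5282 regions rose. By width, the median percentile was 49.5 for gained and 54.6 for lost regions, and 67.3 at 48 h and 60.1 at 0 h for shared regions. Within 1 kb, the promoter share was 14.9% for gained, 9.07% for lost and 47.2% for shared regions, and with 50000 peaks it was 31.7%, 24.2% and 60.7%.

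Leaving out replicates gave these ranges: F from 1.81 to 3.31; within minus between index from 0.213 to 0.233; rho with time from -0.989 to -0.970 and r from -0.966 to -0.938. Gained regions ranged from 17242 to 18063, 19345 to 20144, 20672 to 22485, 23573 to 25634, 21630 to 22093 and 25438 to 26235 and lost regions from 16006 to 16092, 16921 to 17681, 19615 to 20884, 19300 to 19931, 23656 to 24419 and 27791 to 28669 at 2, 4, 8, 16, 24 and 48 h, where 1 library per time point calls more by construction. Rising regions ranged from 7392 to 13785 and falling regions from 7192 to 13392. Timing rho ranged from 0.983 to 0.985 for gained and from -0.983 to -0.915 for lost regions. Transient open regions ranged from 29915 to 30942 and closed ones from 5520 to 6294. The median score percentile ranged from 45.7 to 47.3 for gained, 48.7 to 50.2 for lost, and 70.5 to 72.5 at 48 h and 67.5 to 70.2 at 0 h for shared regions. Promoter shares ranged from 30.2% to 30.4% for gained, 23.87% to 23.99% for lost and 58.37% to 58.39% for shared regions. The gained share ranged from 43.4% to 44.6% for PrE and 22.03% to 22.05% for Epi genes, and the lost share from 21.2% to 21.9% and 41.9% to 42.4%. The GATA odds ratio ranged from 4.62 to 4.67 for gained and 1.23 to 1.24 for lost regions.

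Depth, unknown from the peak lists, limits all counts of regions, since an absent call is not a closed region.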

Other observations

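The tests on the share of lost regions at 8 h and 16 h, on peak number between replicates, and on the GATA motif outside promoters and AP-1 sites were chosen after the results were seen. All motif odds ratios here are adjusted for GC content and describe regions, not replicates.

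The trend over time was set against shuffled labels. Of 100 groupings of the 14 libraries, 1 gave as many called regions, namely the real one, and of 100 groupings of the 12 induced libraries it was again 1. The shuffles gave 0 called regions, and a median of 1288 and 889 regions at an unadjusted p under 0.05, against 37067 and 34614 for the real labels. The largest shuffles reached 16858 and 14577 at that unadjusted p. The adjusted count of 0 says less, since the adjusted test makes no calls where few regions change. For regions gained and lost at 48 h, 1 of the 3 splits of the 4 libraries, the real one, gave as many, and 3 splits are too few to decide. The lower of the median score percentiles of gained and lost regions was 46.5, but these regions were required in both libraries, which removes weak peaks. Peaks near the calling threshold are argued against as the whole cause by the other splits, which gave 874 and 763 regions in all against 38776.

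The step from 0 h to 2 h was larger than that from 2 h to 4 h. The mean Jaccard index was 0.490 for 0 h with 2 h and 0.595 for 2 h with 4 h. With 50000 peaks per library these were 0.491 and 0.601 and their ranges did not overlap, which argues against a difference in peak number. A change of medium coincides with this step. Regions gained at 2 h held WGATAR more often than shared regions, with an odds ratio of 2.10, against 3.31 before adjustment, so GC content does not account for all of the excess, and the lower value of the 2 replicate pairs was 1.82. In distal regions without an AP-1 motif it was 2.11 and 2.12 in the replicate pairs, against 0.957 and 0.917 for the permuted motif. This argues against the medium as the whole cause if the change of medium alone does not open GATA sites. No library here can test that assumption, and the medium may account for part of the step.

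The AP-1 motif TGASTCA was present in 40.4% of regions gained at 2 h, against 5.57% of regions shared between 0 h and 2 h. It was in 15.3% of those gained at 8 h, against 4.99% of regions shared between 0 h and 8 h. At 48 h it was in 5.01% of gained and 3.49% of shared regions, with an odds ratio of 1.07. Of the regions gained at 2 h, 8179 were called in no 48 h library and 2000 in both. The AP-1 motif was in 47.4% of the former and 15.8% of the latter, and the lower odds ratio of the replicate pairs was 4.46. The SRF motif did not differ clearly, with odds ratios of 1.31 and 1.03. A candidate explanation is a passing response to serum. Removal of the inhibitors, Dox, GATA6 and handling coincided with it and were not separated from it. For comparison, 18.6% of regions gained at 2 h were gained at 48 h, against 36.1% in 20 simulations of unchanged groups with the same 0 h libraries. For lost regions the shares were 83.9% and 53.7%. These simulations gave a mean of 7154.8 gained and 8182.1 lost regions at 2 h, against 10765 and 7790 observed. The observed number lost at 2 h was below that of the simulated groups, and the number gained was above it. However, the other splits of the real 0 h and 2 h libraries held at most 1198 regions in a class. The simulated calls thus varied more than the real ones. These simulations therefore cannot tell whether the counts or shares at 2 h differ from those of unchanged groups.

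Lost regions at 48 h held the octamer ATGCAAA in 9.52% of cases against 3.30% of shared regions, with an odds ratio of 1.52, so GC content is not the whole cause.

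The share of 48 h lost regions that was called did not fall on average from 8 h to 16 h, between which Dox was removed. It went from 38.0% to 37.1% in replicate 1 and from 38.2% to 40.8% in replicate 2. With 50% of the region covered it rose in both, from 33.4% to 35.4% and from 34.3% to 39.5%. With 50000 peaks per library the mean was 35.1% at 8 h and 34.7% at 16 h, and replicate 1 fell to 34.0% while replicate 2 rose to 35.4%. The larger fall of the replicates was then 1.11 percentage points, against falls of 15.0 and 15.8 from 4 h to 8 h and of 15.7 and 16.8 from 16 h to 24 h. This argues against a difference in peak number as the whole cause of the slower fall. For the absence of any fall it cannot be told apart, because the replicates went in opposite directions at equal peak numbers. Differences in depth beyond peak number stay open. Of 12445 regions lost at 8 h, 1393 (11.2%) were called again in both 16 h libraries. This share was 9.15% from 2 h to 4 h, 4.35% from 4 h to 8 h, 2.47% from 16 h to 24 h and 1.82% from 24 h to 48 h. Per library the mean was 22.4% from 2 h to 4 h and 21.1% from 8 h to 16 h, so such calls are not particular to this interval. The 1393 regions had a median score percentile at 16 h of 31.1 ± 4.74 (SD, n = 2). They were selected for being called there, so peaks near the calling threshold stay open.

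Replicate 2 had more peaks than replicate 1 at 7 of 7 time points, by 10 peaks at 8 h and by up to 3666 at 2 h. An exact two-sided sign test gave p = 0.0156, but the pattern was noticed because all 7 signs were equal, so the test restates it. For peak number that test therefore cannot tell chance apart from a batch. Covered length was also higher in replicate 2 at 7 of 7 time points, by 1.22 Mb at 8 h and by up to 2.54 Mb at 48 h. Differences of 1 sign, from 1.22 to 2.54 Mb, argue against chance for covered length. This pattern too was seen after the fact, and the replicate difference in covered length was not tested. A batch and a difference in depth stay open. No biological explanation was tested.

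Regions assigned to Epi genes and gained at 48 h numbered 208. That is higher than the value quoted from the study above. The gained and lost PrE counts and the lost Epi count in the report lay closer, in proportion, to those quoted. Shared regions numbered 984 for PrE and 444 for Epi genes, together fewer than the unchanged elements quoted. Shared regions had to be called in all 4 libraries, and regions in no class were left out. The study instead classed elements by thresholds on adjusted p and fold change, so these counts are not of like kind.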
